A study of Canis lupus familiaris with 6 samples. Its data were reported in "Wnt activation disturbs cell competition and causes diffuse invasion of transformed cells through NF-κB-MMP21 pathway" (2023).

How the data were processed

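MDCK cells, a line of dog kidney epithelial cells, were profiled on single-colour Agilent canine gene expression arrays. Per the labels, all samples were cells that carry a stabilised β-catenin lacking its N-terminus (β-cat ΔN) together with tetracycline-induced, GFP-tagged RasV12, an active form of the Ras oncoprotein. They were grown either alone (single culture, 3 arrays) or with 10 surrounding β-cat ΔN cells per RasV12 cell (mix culture, 3 arrays). After 24 h of tetracycline, GFP-positive cells were sorted, and their total RNA was labelled with Cy3. Groups and replicate numbers were taken from the sample titles.

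The authors deposited one scanner file per array, with the intensity of each spot on a linear scale. Per the file headers, Agilent Feature Extraction subtracted the background within each array and did not scale arrays to one another. Replicate 1 of each group lay on one slide (slide 1, Feature Extraction 11.5.1.1, scanned at 3 µm), and the other 4 arrays lay on another (slide 2, Feature Extraction 12.1.1.1, scanned at 5 µm). The authors also deposited a table of log2 values for the same arrays, without stating its steps. Setting its columns against the scanner files showed that each probe had been centred within each slide. On slide 1 the 2 columns summed to 0 within 0.011 for 100% of probes. This table served as an alternative source of values.

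From the scanner files, log2 of the background-subtracted signal was taken, spots flagged as outliers were dropped (5 to 9 per array), spots of one probe were averaged, and each array's 75th percentile was subtracted. Control spots were left out, and no spot was saturated. A probe was tested when it was well above background on every array of at least 1 group, which left 26623 probes after those with a flagged array were removed. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over the probes tested and a call at an adjusted p under 0.05. Fold changes are mix culture over single culture. Every error is an SD over 3 arrays unless it is called an SE. With 6 arrays, their number limits the precision.

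A probe not well above background on any array of 1 group has only an approximate lower bound on its fold, given without an error. The bound sets the mean of the bright group against the mean, over the arrays of the dim group, of the higher of that array's lowest signal among probes well above background and the probe's own signal, all as normalised log2 values.

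Symbols were those of the array design. They came from its gene name column for 22683 of 43603 probes and from its description column for 499. The remaining 20421 probes carried an identifier only. Of 23182 named probes, 20910 were matched to a RefSeq gene table of the dog assembly UU_Cfam_GSD_1.0, which was used for names alone. Probe positions are those in the files, on CanFam3.1, where the design assigns each probe to a transcript. Exon and UTR annotation was not used here.

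10 gene lists were written by hand before the data were examined, but after the study and its supplementary gene list had been read. They were the MMP and ADAM family, Toll-like receptors, the RIG-I-like receptor pathway, interferon-stimulated genes, chemokines with interleukin 6, and targets of NF-kB, Wnt, Notch, TGF-beta and Ras-MAPK signalling. Since the study picked MMP21, DDX58 and TLR3 from these same arrays, their values and those of the lists built around them are not independent evidence. Of the tested genes, the NF-kB list shared 4 with the chemokines, 2 with the Ras-MAPK list and 1 with the interferon-stimulated genes, and the RIG-I-like receptor pathway shared 1 with the interferon-stimulated genes. The Wnt list shared 2 with the Ras-MAPK list and 1 with the Notch list, which shared 1 with the Ras-MAPK list. Each list was tested with limma's camera at a preset inter-gene correlation of 0.01 over 1 probe per symbol (the brightest), with Benjamini-Hochberg adjustment over the 10 lists. fry, fgsea 1.28.0 and camera with an estimated correlation served as comparisons.

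Genes were named by a rule fixed before the data were examined. It took MMP21, DDX58, TLR3 and the called members of the MMP and ADAM family and Toll-like receptor lists; the 8 symbols with the largest rise and the 5 with the largest fall among called probes well above background on all 6 arrays whose groups did not overlap; the 3 symbols with the largest lower bound; and the 3 called genes with the largest change in each list. One gene that the rule selects is not reported here. HRAS and CTNNB1 were added afterwards to show the genes of the 2 introduced proteins.

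The same-numbered arrays of the groups deviated together from their group means over probes. Their correlations were 0.801, 0.53 and 0.572 for replicates 1, 2 and 3. A pairing by replicate number was therefore considered. Arrays of slide 2 with different numbers deviated together as much (0.61 and 0.632). Within slide 2 the difference between replicates 2 and 3 had a correlation of -0.119 between the groups. These values therefore do not show a pairing by number within slide 2. The authors' table matches the scanner files of mix culture replicates 2 and 3 in exchanged order, so which of these slide 2 values belong to same-numbered arrays is open. Slide and replicate number were both tried as a block, and the main fit used none.

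The alternatives were other scalings (quantile, median), other filters on dim probes, a slide block, a replicate block, an intensity trend in the prior variance, the authors' table, each array left out in turn, the unpaired test that the study's methods name, a 2-fold minimum on the fitted change, and the mean of the probes of a gene. Those chosen after seeing the data were normexp on median spot signal, slide 2 alone, a correction for GC content, a crossed pairing, the methods' test on the authors' table, and the estimated inter-gene correlation.

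The comparison of mix culture against single culture was tested on simulated data built from the 26623 probes, with 100 probes changed by 2 on the log2 scale and 100 by 1. Without a block, 65% and 3% were recovered, with 0 false calls. With the slide block, 97% and 70% were recovered, with 4 false calls. A low count without the block therefore leaves many changes of 1 on the log2 scale undetected.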

Results

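The 6 arrays held 3 single cultures and 3 mix cultures of β-cat ΔN/RasV12 cells, each array with 43803 non-control spots. Between 61.11% and 65.66% of spots were well above background. The 75th percentile of the signal lay between 160.97 and 233.1 intensity units. Spots of probes printed more than once differed by a median SD of 0.05 to 0.08 on the log2 scale within an array.

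The slide accounted for more of the variation than the culture did. Across probes, arrays of 1 group on the same slide had a correlation of 0.996, and arrays of different groups on the same slide had correlations of 0.984 to 0.99. Arrays of 1 group on different slides had lower correlations, of 0.975 to 0.979. Genes are not independent replicates, so these values describe similarity alone. With the group in the model, limma called 12557 of the 26623 probes (47.2%) as differing between slides. Each slide held both groups in equal number. For some genes and lists, values within each slide are therefore given beside those over both.

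**Figure D1:**
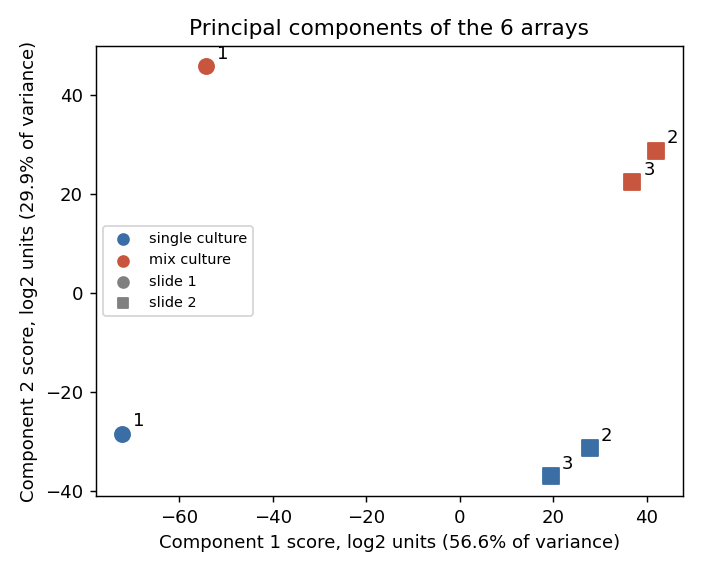
Scores of the 6 arrays on the first principal components of the 26623 tested probes, in log2 units, with colour for the group, marker shape for the slide and the replicate number beside each point. The horizontal component (56.6% of the variance) separates the slides and the vertical one (29.9%) separates the groups.

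To ask which transcripts of β-cat ΔN/RasV12 cells differ when β-cat ΔN cells surround them, mix culture was compared with single culture. limma called 235 probes, of which 217 were higher and 18 were lower in mix culture. Of these, 185 were well above background on at least 1 array of each group, and 183 of them had a fitted change of at least 2-fold. The other 50 have only a bound, which was at least 2-fold for 45. The calls covered 116 distinct symbols, and 77 called probes had an identifier only. The groups did not overlap for 4396 probes (16.51%), where chance gives 10% if the arrays are exchangeable. The slide difference breaks that condition, so 10% is no exact reference. The slide block moved the count upward to 1917, with 1060 higher and 857 lower, and these included all 235 probes. The replicate block gave 1399 calls, of which 861 were higher. The methods' test called 8 probes. The authors' table, centred within each slide, gave 4078 calls with 47.8% higher. That fit had no slide term and so did not count the degrees of freedom that the centring uses. The scanner values gave 92.3% higher without a block and 55.3% higher with the slide block. The count also fell to 92 without single culture replicate 3, to 92 without mix culture replicate 2 and to 99 without mix culture replicate 3. These arrays lay on slide 2. Without replicate 1 of single culture or of mix culture, on slide 1, the count was 226 and 247.

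Among called probes well above background on all 6 arrays whose groups did not overlap, the largest rises were those of MX2, HLA-DRB1, PCK1, IFGGB1, IFIT1, BASP1, CLDN2 and APOBEC1. The MX2 probe rose from -4.50 ± 0.43 to 0.48 ± 0.47 in normalised log2 signal (SD, n = 3 arrays each), a log2 fold change of 4.99 (SE 0.31, limma adjusted p = 0.00101). PCK1 rose by 4.42 (SE 0.22, limma adjusted p = 0.000614), and APOBEC1, the last of the 8, by 3.41. Of 3 tested PCK1 probes, 2 were called. HLA-DRB1 was no longer called without mix culture replicate 2 (adjusted p = 0.0513). CLDN2 differed between slides, with a log2 change of 1.69 on slide 1 and 4.36 on slide 2. Its adjusted p was 0.0368 over all arrays and 0.188 without single culture replicate 3. The largest falls were those of WNT7A, PLAU, KRT14, ABCB1 and SPRY4. WNT7A fell by 2.17 (SE 0.17, limma adjusted p = 0.00249) and SPRY4 fell by 1.36 (SE 0.21, limma adjusted p = 0.0357). PLAU, KRT14, ABCB1 and SPRY4 each lost their call when 1 of several arrays was left out, with adjusted p values up to 0.198, 0.0644, 0.0945 and 0.208.

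For 50 called probes, the signal was not well above background on any single culture array. Among them, PCSK1 was at least 31.9-fold higher and DLA-DRA at least 10.9-fold higher in mix culture.

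MMP21 encodes a matrix metalloprotease that the study followed as a regulator of basal extrusion. Its probe, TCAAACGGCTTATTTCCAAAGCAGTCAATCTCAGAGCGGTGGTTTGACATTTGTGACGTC, is assigned by the design to transcript ENSCAFT00000020394 and lies on chromosome 28 from 34937000 to 34937059 (CanFam3.1). It was not well above background on any of the 3 single culture arrays and was well above it on all 3 mix culture arrays, where the signal was 9.14, 6.09 and 7.36 intensity units. The lowest signal well above background on an array was 4.19 to 4.48 units. With these lowest signals as the floor, the probe was on average at least 1.68-fold higher in mix culture. The bound is approximate, since a probe not well above background can exceed the floor. DDX60 read 4.88, 5.02 and 5.80 units in single culture and was well above background on 1 array. The fitted log2 fold change of 2.95 (SE 0.18, limma adjusted p = 0.00101) rests on single culture signals at background level and is no measure of the fold. The fitted change was 3.15 on slide 1 and 2.85 on slide 2. Under the methods' test, MMP21 had an adjusted p of 0.0644 from the scanner values and 0.00798 from the authors' table. The latter does not count the degrees of freedom that the table's centring within slides uses.

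Of the MMP and ADAM family, 14 genes were tested, and MMP21 was the 1 gene called over all genes tested. Adjusted over the list alone, 2 were called. With the slide block 3 were called, MMP21 and MMP23B higher and MMP15 lower. The family as a set was not called (camera adjusted p = 0.71). Its median log2 change was -0.09, while its mean was 0.14 and camera's direction was upward. With MMP21 at its bound, the mean was -0.02.

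**Figure D2:**
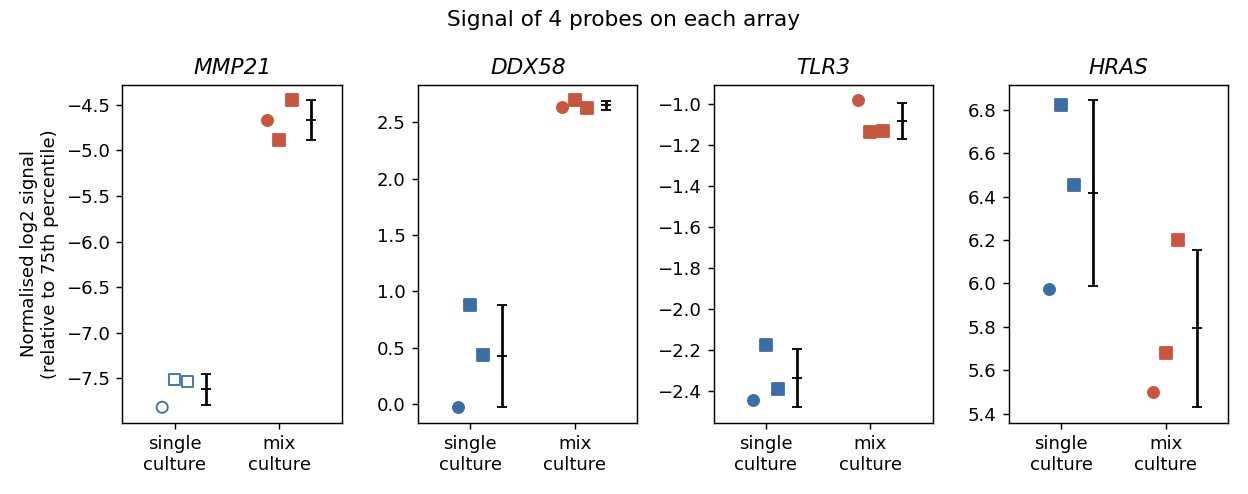
Normalised log2 signal, relative to each array's 75th percentile, of the probes for MMP21, DDX58, TLR3 and HRAS on each array (circles, slide 1; squares, slide 2), with the mean and SD of 3 arrays beside each group. The open MMP21 symbols were not well above background, and the groups overlap for HRAS alone.

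The study asked whether Notch and TGF-beta signalling changed along with MMP21. Neither list was called as a set. The 12 Notch target genes had a median log2 change of -0.08 (camera adjusted p = 0.485), and the 25 TGF-beta target genes a median of 0.03 (camera adjusted p = 0.485). The TGF-beta median was -0.06 on slide 1 and 0.15 on slide 2. No member of either was called over all genes or adjusted over the list alone, and with the slide block 1 and 4 members were called. The 15 Wnt target genes had a median of -0.12 (camera adjusted p = 0.556). None was called over all genes, 1 was called adjusted over the list alone, and 3 were called with the slide block. CTNNB1, which encodes β-catenin, had a log2 change of 0.26 (SE 0.25) and was not called.

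The next comparison concerned interleukin 6, chemokines and NF-kB. The probe for interleukin 6 did not pass the filter and was not tested. The 9 chemokine genes tested were higher as a set (camera adjusted p = 0.00192), with a median log2 change of 0.18 and a mean of 0.65. Of these, 5 were higher and 4 were lower. The median was 0.06 on slide 1 and 0.05 on slide 2. CCL20 was the 1 member called over all genes, with a log2 change of 3.57 (SE 0.29, limma adjusted p = 0.00297), and 3 were called adjusted over the list alone and 3 with the slide block. The chemokine set lost its call with all probes tested (camera adjusted p = 0.0768). It also lost it with probes well above background on all 6 arrays (camera adjusted p = 0.115), a filter that leaves out CCL20. The 27 NF-kB target genes were higher as a set (camera adjusted p = 0.00156), with a median of 0.19 (0.06 on slide 1 and 0.28 on slide 2). Of these, 19 were higher and 8 were lower. CCL20 rose and PLAU fell among those called over all genes, and 8 were called adjusted over the list alone and 9 with the slide block.

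RIG-I, encoded by DDX58, and TLR3, a Toll-like receptor, sense RNA, and the study followed both. The DDX58 probe on chromosome 11 from 49764597 to 49764656 rose from 0.43 ± 0.45 to 2.65 ± 0.04 (SD, n = 3 arrays each), a log2 fold change of 2.22 (SE 0.24, limma adjusted p = 0.00895). The TLR3 probe on chromosome 16 from 44618804 to 44618863 rose from -2.34 ± 0.14 to -1.08 ± 0.09 (SD, n = 3 arrays each), a log2 fold change of 1.26 (SE 0.15, limma adjusted p = 0.014). On slide 1 and slide 2 the changes were 2.66 and 2.003 for DDX58 and 1.47 and 1.15 for TLR3. Both lost their call without single culture replicate 3 (adjusted p of 0.0615 and 0.118), without mix culture replicate 2 (0.0605 and 0.0847) and without mix culture replicate 3 (0.0609 and 0.0829).

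As a set, the 18 genes of the RIG-I-like receptor pathway were higher (camera adjusted p = 2.19e-07), with a median log2 change of 0.24 and 14 genes higher. Its median was 0.23 on slide 1 and 0.30 on slide 2. DHX58, ISG15, DDX58 and IFIH1 were called over all genes, with log2 changes of 3.54, 2.47, 2.22 and 1.44. The remaining members lay between -0.27 (MAVS) and 0.69 (CASP10). Adjusted over the list alone 6 were called, and 7 with the slide block. ISG15 is also on the list of interferon-stimulated genes. Whether the rise of this set is separate from that of the interferon-stimulated genes was not tested. DHX58 lost its call in several settings, with an adjusted p of 0.196 without single culture replicate 3. The 5 Toll-like receptor genes tested were not called as a set (camera adjusted p = 0.102), and TLR3 was the 1 member called over all genes, adjusted over the list alone, or with the slide block. Their median was -0.06 and their mean 0.28. The median was 0.39 on slide 1 and -0.15 on slide 2.

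The 38 interferon-stimulated genes moved most of the 10 lists. Their median log2 change was 1.64 (camera adjusted p = 1.46e-55), with 36 genes higher. The median was 1.75 on slide 1 and 1.58 on slide 2. Of these genes, 22 were called over all genes, 32 adjusted over the list alone and 34 with the slide block. MX2, IFIT1 and MX1 led, with log2 changes of 4.68, 3.91 and 3.17. The 2 MX2 probes were both called.

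As a check on the sorted cells, targets of Ras-MAPK signalling were tested. The 22 genes were lower in mix culture as a set (camera adjusted p = 0.00526), with a median log2 change of -0.36 (-0.43 on slide 1 and -0.36 on slide 2). PLAU and SPRY4 were called over all genes, 4 adjusted over the list alone and 9 with the slide block. The HRAS probe on chromosome 18 from 25644311 to 25644370 read 6.42 ± 0.43 in single culture and 5.79 ± 0.36 in mix culture (SD, n = 3 arrays each) and was not called (limma adjusted p = 0.608, and 0.065 with the slide block).

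Of the 6 lists with a camera or fry call, the interferon-stimulated genes alone held under an estimated inter-gene correlation (adjusted p = 0.0124). fry called the same 5 lists as camera and the Toll-like receptors as well (adjusted p = 0.034).

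**Figure D3:**
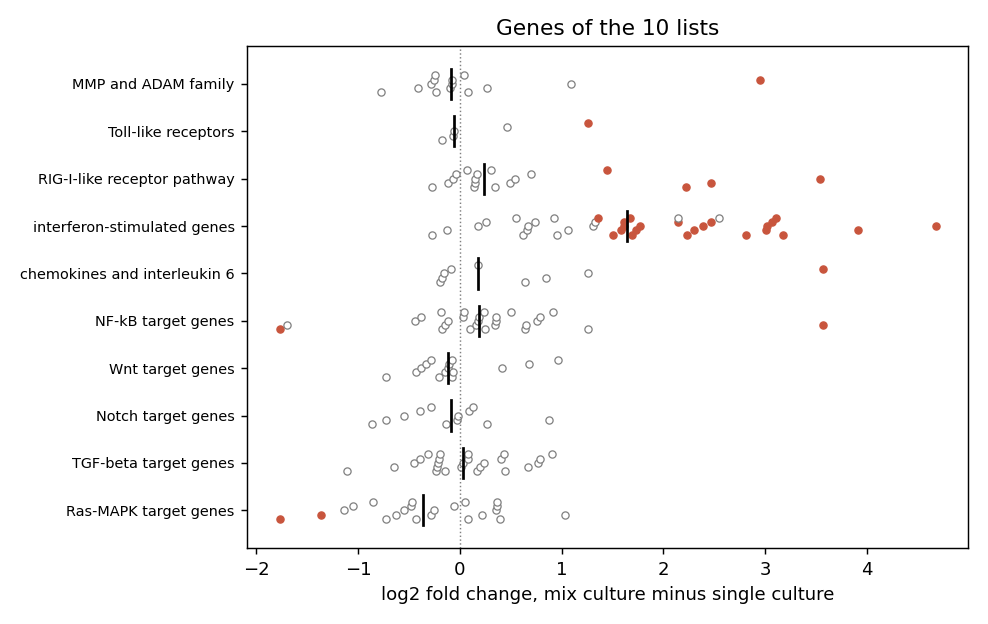
Log2 fold change, mix culture minus single culture, of each tested gene in the 10 lists, with the list's median as a bar and genes called over all genes filled. The interferon-stimulated genes have a median of 1.64 and the Ras-MAPK target genes one of -0.36.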

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

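Normexp on median spot signal, slide 2 alone, the GC correction, the crossed pairing, the methods' test on the authors' table and the estimated correlation were chosen after seeing the data. The planned normexp on mean spot signal was not run, because 4 of the 6 files hold no such column, and median spot signal took its place.

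The count of called probes was 235. It was 143 with probes well above background on all 6 arrays, 8 with the methods' test, 101 with normexp, 999 on slide 2 alone and 1760 with the methods' test on the authors' table. With the GC correction it was 335, of which 289 were higher and 46 were lower. It was 1917 with the slide block and 4078 from the authors' table with limma. Neither test on that table counts the degrees of freedom that its centring uses. The 1917 calls divided into 1060 higher and 857 lower, and 449 of the 558 with a fitted change of at least 2-fold were higher. The replicate block gave 1399 calls, all 235 among them, and a crossed pairing gave 1446. Leaving out 1 array gave 92 to 247. For the 8 calls of the methods' test, 2590 probes had an unadjusted p under 0.05, against 2318 with limma.

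Apart from the count, the replicate block changed no call of a named gene or list. It turned the direction of the MMP and ADAM family, which was not called in any setting. That direction was downward, with an adjusted p of 0.964 under the replicate block, 0.911 with the slide block, 0.622 with probes well above background on all 6 arrays, 0.739 from the authors' table, 0.955 with the mean of the probes of a gene, 0.459 with normexp and 0.716 on slide 2 alone. With 1 array left out, the adjusted p lay between 0.435 and 0.747, and the direction was downward without single culture replicate 3 and without mix culture replicate 1 and upward in the other fits. Wnt and Notch target genes each turned direction once with 1 array left out, where their adjusted p values lay between 0.157 and 0.985 and between 0.118 and 0.985. The cause was not tested.

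MMP21 kept its direction. Under normexp its log2 change was 0.14 (limma adjusted p = 0.998), since the offset of 50 exceeds its signal on every array. Under the methods' test its log2 change of 2.95 was no longer called. With all 6 arrays required above background, MMP21 was not tested. With 1 array left out its change was 2.84 to 3.06. DDX58 (2.22) and TLR3 (1.26) also lost their calls under the methods' test, and TLR3 under normexp (0.65). On the authors' table the same test, which does not count the degrees of freedom of the centring, called MMP21, DDX58 and TLR3 (adjusted p of 0.00798, 0.0215 and 0.0164). With 1 array left out, DDX58 was at 1.99 to 2.45 and TLR3 at 1.20 to 1.34, with adjusted p values up to 0.0615 and 0.118. Fewer arrays were tested there. Without replicate 1 of single culture or of mix culture, on slide 1, both genes kept their calls. The limma adjusted p was 0.0092 and 0.0251 for DDX58 and 0.0371 and 0.0379 for TLR3.

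The interferon-stimulated genes kept their call in all 20 alternatives. With an estimated correlation, the adjusted p was 0.103 for the RIG-I-like receptor pathway and for the chemokines, and 0.109 for the NF-kB and the Ras-MAPK target genes. The chemokines had 0.0768 with no filter and 0.115 with probes well above background on all 6 arrays, the NF-kB target genes 0.0627 with fgsea, and the Ras-MAPK target genes 0.056 from the authors' table. The Toll-like receptors passed with fry (0.034). With 1 array left out, the range was 0.0389 to 0.607 for the Toll-like receptors and 0.00203 to 0.0737 for the Ras-MAPK target genes. The cause was not tested.

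Signal over background limits the dimmest probes. For the 50 called probes with no single culture array well above background, the bound is the measured quantity.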

Other observations

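The tests of exchanged columns, of background, of HRAS and of the shared NF-kB genes, and the lists of interferon, MHC class II and cyclic AMP-responsive genes, were chosen after results had been seen.

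In the authors' table, the columns of mix culture replicates 2 and 3 did not match their own scanner files. Over 26625 probes centred within slide 2, each correlated at 0.993 or more with the other replicate's file and at 0.457 and 0.459 with its own. The single culture columns correlated at 0.994 and 0.997 with their own files. An exchange of these replicates, in the table or in the scanner files, is a candidate explanation. Which of the 2 holds the exchange was not tested. Both belong to the mix culture, so fits on all 6 arrays without the replicate block are the same either way. If the scanner files hold the exchange, the results without mix culture replicate 2 and those without replicate 3 change places. With the replicate block, 1399 probes were called as numbered and 1446 with the pairing crossed.

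The methods' test called 8 probes from the scanner values and 1760 from the authors' table. Once the scanner values were centred within each slide in the same way, it called 1602, of which 1369 were among those from the table. The centring may therefore account for most of the larger count. The test does not count the degrees of freedom that centring uses. The other 9 splits of the arrays gave at most 5 calls after centring, but they mix the cultures, so few calls are expected from them.

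Neither the slide nor GC content accounted for the called probes. Of probes called on slide 2 alone, 94.3% had the same sign in the pair of arrays on slide 1. After the trend on GC content was removed, 224 of the 235 probes were still called. Of the 10 splits of the 6 arrays, 1 gave as many called probes, the real one, and none of the other 9 gave any, with or without the slide block. Each of the other 9 mixes the cultures, so the culture difference adds to the variation within its groups. Few calls are expected from them for that reason. With 10 splits, chance cannot be excluded at a share under 0.1. A set test p as small came from 1 split for the interferon-stimulated genes, the RIG-I-like receptor pathway, the chemokines, the NF-kB and the Ras-MAPK target genes. It came from 2 splits for the Toll-like receptors, 6 for TGF-beta, 7 for Wnt, 7 for Notch and 9 for the MMP and ADAM family. Small camera p values were not confined to the real split. In the other 9 they ran from 1.66e-14 to 0.0278 for the interferon-stimulated genes. The lowest was 0.0012 for the RIG-I-like receptor pathway and 0.0145 for the NF-kB target genes. Of the 4 splits that part all 3 same-numbered pairs, the 3 others also gave 0 calls.

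A background difference between the arrays of the groups was tested for MMP21 on the raw signal of the negative control spots. This replaced a planned test on probes dim on every array, which were selected for staying at background and had a median processed signal of 1.08 to 1.12 on each array whatever the group. The median of the negative control spots changed by 0.041 on the log2 scale between the groups, and the raw signal of MMP21 by 0.477. Of 153 negative control spots on each mix culture array, 1 was at or above MMP21 on replicate 1 and 0 on replicates 2 and 3. That argues against a background difference across the arrays as the source. A biological difference between the cultures stays open, and the size of the rise stays unmeasured.

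The NF-kB list shares genes with the chemokine and interferon lists. Without these 5 tested genes, 22 were left, with 15 of them higher. Their median log2 change was 0.17 against 0.19 for the full list, and their mean 0.04 against 0.24. Their p was 0.0223 with camera, 0.122 with fry and 0.124 with an estimated correlation, so whether the shared genes carry the rise cannot be told apart from a wider rise.

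Beside the rise of interferon-stimulated genes, 0 probes for interferon genes were called higher in mix culture without a block and 1, that of IFNK, with the slide block. Of 5 such probes, 3, among them those of IFNB1 and IFNG, were not well above background on any array. IFNK, the 1 of the 2 tested probes that rose, had a log2 change of 0.83 (limma adjusted p = 0.192, and 0.0197 with the slide block). Interferon from the sorted cells and interferon from the surrounding cells cannot be told apart, since the surrounding cells were not analysed here.

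RNA of β-cat ΔN cells carried through the sort could raise transcripts that those cells make and lower targets of RasV12. HRAS had a log2 change of -0.625, which was not called. Whether its probe reads the introduced RasV12 was not tested. For the interferon-stimulated genes and for the Ras-MAPK target genes, carried RNA and a change within the RasV12 cells cannot be told apart without a profile of the surrounding cells.

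A list of MHC class II pathway genes was written after HLA-DRB1 and DLA-DRA had been seen. It had a median log2 change of 2.06 over 11 genes, 9 of them higher. The list holds CIITA, CD74, CTSS and LGMN beside the DLA and HLA genes, which ran from -0.23 (DLA-DOA) to 5.26 (DLA-DRA). CIITA, the transcriptional activator of MHC class II genes, had a log2 change of 2.34 (limma adjusted p = 0.00895) at its brighter probe. At the other it was 0.87 (limma adjusted p = 0.159, and 0.00724 with the slide block). These genes were chosen for the pattern, so no test of it is given.

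PCK1, PPARGC1A and PDE4B are genes that cyclic AMP induces in other cells. PCK1 rose by 4.42 on the log2 scale. PPARGC1A and PDE4B were not well above background on any single culture array and were at least 3.60-fold and 4.16-fold higher in mix culture. They were picked after their values were seen. A list of other cyclic AMP-responsive genes was then written. Of its 20 tested genes, 2 were in lists already tested and were left out. The remaining 18 were higher as a set (camera p = 0.000851, fry p = 0.00246, p = 0.0226 with an estimated correlation, unadjusted), with a median log2 change of 0.23 and 14 genes higher. Higher cyclic AMP signalling in mix culture may be one source of these changes. It is a hypothesis found and tested on the same arrays, and many of these genes also respond to stress and to other signals.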
